# Delayed Gut Colonization Changes Future Insulin Resistance and Hepatic Gene Expression but Not Adiposity in Obese Mice

**DOI:** 10.1155/2024/5846674

**Published:** 2024-09-25

**Authors:** Maria B. B. Ebert, Caroline M. J. Mentzel, Anders Brunse, Lukasz Krych, Camilla H. F. Hansen

## Abstract

**Objective:**

The importance of early microbial dysbiosis in later development of obesity and metabolic disorders has been a subject of debate. Here we tested cause and effect in mice.

**Methods:**

Germ-free male Swiss Webster mice were colonized in a specific-pathogen-free (SPF) facility at 1 week (1W) and 3 weeks (3W) of age. They were challenged with a high-fat diet and their responses were compared with SPF mice. Gut microbiota was analyzed by 16S rRNA gene sequencing. Moreover, RNA sequencing of the liver was performed on additional 3W and SPF mice on a regular chow diet.

**Results:**

There were no significant differences in weight, food consumption, epididymal fat weight, HbA1c levels, and serum insulin and leptin, whereas the early germ-free period resulted in mice with impaired glucose tolerance. Both the 1W and 3W group peaked 56% (*p* < 0.05) and 66% (*p* < 0.01) higher in blood glucose than the SPF control group, respectively. This was accompanied by a 45% reduction in the level of the anti-inflammatory cytokine IL-10 in the 1W mice (*p* < 0.05). There were no differences in the gut microbiota between the groups, indicating that all mice colonized fully after the germ-free period. Marked effects on hepatic gene expression (728 differentially expressed genes with adjusted *p* < 0.05 and a fold change ± 1.5) suggested a potential predisposition to a higher risk of developing insulin resistance in the 3W group.

**Conclusions:**

Lack of microbes early in life had no impact on adiposity but led to insulin resistance and altered liver gene expression related to glucose metabolism in mice. The study strongly supports the notion that microbial signaling to the liver in the beginning of life can alter the host's risk of developing metabolic disorder later in life.

## 1. Introduction

A strong consensus has developed around imbalanced gut microbiota, i.e., dysbiosis, as a key player in the pathophysiology of obesity. This was early on supported by the notion that germ-free mice seemed to be resistant to diet-induced obesity [1], but later discordant results indicated that such an observation depends on mouse strain and diet used [2–5]. Several attempts to characterize and define an obese and lean gut microbiota composition were made, and differences have been found on both phylum and genus levels [6–8]. The differences are not the same across studies [9]. Some find, for example, an increase in the Firmicutes : Bacteroidetes ratio [6–8], while others find no changes in the ratio or point to specific taxa or microbial metabolites [10]. Pivotal studies demonstrated that fecal microbiota transplantations from obese and lean mice [11] or human [12] donors to germ-free recipients resulted in body composition phenotypes matching the donors, though the reproducibility was later debated [13], partly due to the technical challenge of successfully transferring a complete human microbiome to mice [14].

Dysbiosis early in life precedes the development of childhood obesity [15], pointing towards a critical window in time during which the microbiome may enable future metabolic responses. Antibiotic treatment in postnatal life increases weight gain both in humans and treated mice [16–20], which persists even after ceased antibiotic treatment. However, in most of those scenarios, the microbiome did not fully recover, questioning the importance of the early life period as the critical window in time as the long-term physiological effects on the host may simply be explained by persistent changes in the microbiome. In addition, some long-term effects of antibiotics on metabolism have been suggested to involve permanent enrichment of antibiotic-resistant or endotoxin synthesis associated genes that may induce low-grade inflammation and insulin resistance and alter production of microbiota metabolites with obesogenic effect [21, 22]. It is also important to note that studies investigating the short and long-term impact of early antibiotic use vary with treatment dose, duration, and class used as well as the experimental study design, which makes it challenging to draw final conclusions. For example, three other independent animal studies found that antibiotic treatment of mice or rats before weaning had no influence on weight gain, especially when controlling for litter size [23–25]. Hence, the relationship between the early microbiome, excessive weight gain, and metabolic dysfunction later in life needs further exploration, and another approach is warranted to clarify the importance of the first intestinal colonizers on host adiposity and metabolism.

## 2. Methods

### 2.1. Ethics

The Animal Experiments Inspectorate under the Ministry of Food, Agriculture, and Fisheries of Denmark approved the study (license ID 2017-15-0201-01262) according to the principles of the European Union Directive 2010/63/EU and the Danish Animal Experimentation Act (No. 474 15/05/2014). The studies were performed in accordance with the Guide for the Care and Use of Laboratory Animals of the National Research Council.

### 2.2. Animals, Housing, and Diet

Germ-free Swiss Webster mice (Taconic, Germantown, NY) were housed in our AAALAC accredited germ-free facility (University of Copenhagen, Frederiksberg, Denmark) in HEPA-ventilated isolators (PFI systems, Milton Keynes, UK; pressure 110 pascal, 23°C) with free access to an irradiated Altromin 1314 diet (Brogaarden, Lynge, Denmark) and sterile water. Breeding pairs were transferred a few weeks before mating to our AAALAC accredited barrier protected facility where they were cohoused with SPF mice already in the facility. The facilities maintained a controlled and consistent environment, with a room temperature of 22 ± 2°C, a relative humidity of 45–55%, air changes 15–20 times per hour, and a 12/12 hour light/dark cycle. Health monitoring, following international FELASA guidelines, revealed no indications of listed infections (SPF). Their male pups (C, *n* = 10) were used as control mice that were fully colonized throughout life. Germ-free male pups were transferred to the barrier facility one week (1W, *n* = 14) or three weeks (3W, *n* = 11) after birth together with the dams of the preweaned pups and were given dirty bedding from the cages containing the barrier-bred control mice to allow a complete conventionalization of the microbiome (indifferent from the SPF control mice). Male pups from at least three random litters were included in each group. The primary read outs weight and glucose tolerance were used to determine group sizes in an 80% power calculation (min 10 males/group, final number depended on the number of males in each litter). The mice were postweaning housed in open cages with littermates in groups ranging from two to three mice per cage that were blinded to the researchers and fed the same diet as in the isolators until 10 weeks of age before they switched to a high-fat diet for 17 weeks (Figure 1(a)). The high-fat diet had an energy density of 5.21 kcal/g (fat 60% kcal, carbohydrate 20% kcal, and protein 20% kcal) (Research Diets, New Brunswick, New Jersey). The food was weighed and changed for each cage two times a week and the mice were weighed every second week for 14 weeks until the more stressful *in vivo* procedures started that may affect the weight.

### 2.3. Diabetes

Mice were observed for polyuria and polydipsia weekly at cage change. Glycated hemoglobin (HbA1c) was measured on nonfasted tail blood using a DCA Vantage Analyzer (Siemens Healthcare Diagnostics, Ballerup, Denmark) on animals from extra wet cages or if they started to lose weight. Mice were diagnosed with diabetes and euthanized if HbA1c levels were above 6.5%. A total of 9 mice were diagnosed after 15 weeks on high-fat diet and excluded from further analyses, as diabetes results in weight loss, heightened inflammatory markers, and increased glucose intolerance, that would bias the results on the primary read outs.

### 2.4. Glucose Tolerance, Hyperglycemia, and Insulinemia

After 15 weeks on high-fat diet, an oral glucose tolerance test was performed. The mice were fasted 6 hours prior to the test, and the fasting blood glucose level (baseline) was measured with a glucometer, using a drop of blood from a lateral tail vein puncture. After administering a fixed dose of 75 mg glucose monohydrate (500 mg/ml) by oral gavage at time 0, the blood glucose level was measured with a glucometer after 15, 30, 60, 90, and 120 minutes. At euthanization, glycated hemoglobin (HbA1c) was measured on nonfasted tail blood using a DCA Vantage Analyzer (Siemens Healthcare Diagnostics, Ballerup, Denmark). Mice were then fasted for 6 hours, blood glucose was measured with a glucometer, and mice were sedated with a Hypnorm (0.315 mg/ml fentanyl citrate and 10 mg/ml fluanisone, Vetapharma, Leeds, United Kingdom) and Dormicum (5 mg/ml, B. Braun, Melsungen, Germany) mixture for eye blood collection before cervical dislocation.

### 2.5. Serum Multiplex Analysis

Serum insulin and leptin levels were measured with the Mouse Metabolic kit (Meso Scale Discovery (MSD), Rockville, MD) according to manufacturer's protocol. Serum concentrations of cytokines IFN-*γ*, IL-1*β*, IL-2, IL-4, IL-5, IL-6, IL-9, IL-10, IL-12p70, IL-15, TNF-*α*, IL-17 A/F, IL-30, and IL-33 and chemokines CXCL-1, CXCL-2, CXCL-10, CCL-2, and CCL3 were measured using V-PLEX Mouse Cytokine 19-Plex Kit (MSD) on MESO QuickPlex SQ120 and analyzed by the standard software Discovery Workbench v4 (MSD).

### 2.6. Gut Microbiota Analysis

Germ-free status was tested both by aerobic and anaerobic culturing on agar plates and PCR methods [26]. DNA was extracted with QIAamp DNA stool mini kit (Qiagen, Hilden, Germany). The V3-V4 region of the 16S rRNA gene was amplified using the following primers (NXt_V3-V4_F 59-TCGTCGGCAGCGTCAGATGTGTATA-AGAGACAGCCTAYGGGRBGCASCAG-39 and NXt_V3-V-4_R 59-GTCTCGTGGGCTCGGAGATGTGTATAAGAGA-CAGGGACTACNNGGGTATCTAAT-39). PCR reactions containing 12 ml AccuPrime SuperMix II (Thermo Fisher Scientific), 0.5 ml of each primer (10 mM), 5 ml of genomic DNA (20 ng/ul), and nuclease-free water to a total volume of 20 ml were run on SureCycler 8800 (Agilent, Santa Clara, CA). Cycling conditions applied were as follows: denaturation at 95°C for 2 min; 33 cycles of 95°C for 15 s, 55°C for 15s, and 68°C for 40 s, followed by final elongation at 68°C for 5 min.

The fecal microbiota composition was determined for the mice at 10 weeks of age before the high-fat diet was given to ensure that the ex-germ-free mice had colonized similarly to the SPF control mice, only at a later time point. The relative abundance of the bacterial community was evaluated using nanopore-based sequencing of the near full 16S rRNA gene amplicon using GridIONx5 (Oxford Nanopore Technologies, Oxford, UK) as previously described [27]. The generated abundance table was further analyzed using the Qiime2 (v2018.11) bioinformatic platform. Alpha diversity (observed species index) and beta diversity (PCoA based on Bray–Curtis and Jaccard distance matrices) were calculated using rarefaction to 13,000 reads per sample. Permutational multivariate analysis of variance (PERMANOVA) was used to test differences between the three groups based on Bray–Curtis and Jaccard distance matrices.

### 2.7. Liver Cytokines

A 1/2-1 cm piece of the liver lobus medialis was homogenized in 400 *μ*l lysis buffer (Tris lysis solution with 1 : 100 phosphatase inhibitor 1 and 2, and 1 : 100 protease inhibitor from the MSD inhibitor pack, Meso Scale Discovery). Samples were diluted 1 : 2 and analyzed for IFN-*γ*, IL-1*β*, IL-2, IL-4, IL-5, IL-6, IL-10, IL-12p70, KC/GRO, and TNF-*α* with V-PLEX Proinflammatory Panel 1 Mouse kit (Meso Scale Discovery) similarly as described for the serum cytokines. IL-10 was the only cytokine below detection level. The concentrations were normalized to total protein measured with Pierce Detergent Compatible Bradford Assay kit according to manufacturer's protocol.

### 2.8. Liver Gene Expression

Additional groups of male Swiss Webster mice that remained on the low-fat breeding diet (Altromin 1314 diet) were colonized as SPF mice throughout life (SPF, *n* = *5*) or at 3 weeks of age (3W, *n* = *5*) and killed at 7 weeks age. The liver lobus dexter was sampled in RNA later and stored at −80°C. RNA was purified using the RNeasy Lipid kit (Qiagen, Hilden, Germany), and RNA integrity was measured on a Bioanalyzer (Agilent Technologies, Santa Clara, CA) and samples below a RIN score of 7 were abolished for further processing. Total RNA was sent to the commercial sequencing service at Novogene (Beijing, China) for RNA-seq library preparation, Illumina sequencing, and bioinformatic processing of the raw reads. Differential expression analysis of the 31031 expressed genes by DESeq2 yielded a total of 738 differentially expressed genes, where 407 were upregulated and 321 downregulated (adjusted *p* value <0.05 and fold change ± 1.5) [28]. The PCA plot was generated using DEseq2 and the volcano plot was generated using EnhancedVolcano as previously described [29]. The Metascape webserver (https://www.nature.com/articles/s41467-019-09234-6#citeas) was used for gene-enrichment analysis of the differentially expressed genes. The gene enrichment analysis output is provided in Supplementary Table 1 and Figure 2. The enrichment analysis output was queried for the keywords “insulin,” “glucose,” and “carbohydrate” to extract core genes relevant for the phenotype that was present in at least two pathways. 22 core genes were produced using the DESeq2 output and GGplot2 in R.

### 2.9. Liver Histology

Formalin-fixed lobus dexter of the liver was paraffin-embedded, cut in 5 micrometer sections on a sliding microtome, and stained with hematoxylin and eosin for histological examination. 8-bit RGB color images were captured at 2.5x magnification on a Leica DM 2500 microscope using an MC 190 HD camera (both Leica Microsystems, Bronshoj, DK). Images were imported to Fiji image analysis software, and steatotic areas were assigned with the free-hand selection tool by a blinded researcher. The total steatotic area was estimated using ROI manager and expressed relative to the total tissue area.

### 2.10. Statistics

GraphPad Prism version 9 (GraphPad Software, San Diego, CA) was used for statistical analysis and *p* values less than 0.05 were considered significant. Gaussian distribution tests (D'Agostino and Pearson omnibus, or Shapiro–Wilk normality test if *n* < 5) were applied to all quantitative data. Data were analyzed using one-way ANOVA with Dunnett's multiple comparison test comparing the mean of the ex-germ-free groups to the control group, or nonparametric Kruskal–Wallis test with Dunn's multiple comparison test for data that did not assume Gaussian distribution. Welch's correction was included if variances were unequal by Brown–Forsythe test. Data generated across multiple time points (weight, food consumption, and glucose tolerance test) were analyzed with repeated measures ANOVA. Dichotomous data (diabetes incidence) were analyzed with the chi-square test (*χ*^2^-test).

## 3. Results

### 3.1. Postnatal Germ-Free Life Had No Impact on Later Life Adiposity or Food Consumption

To investigate the impact of the first intestinal colonizers on the host's long-term response to high-fat diet, germ-free mice were colonized at one week-of-age (1W) or three week-of-age (3W) at weaning and put on a high-fat diet later in life. After 14 weeks on high-fat diet, before the more stressful *in vivo* tests began, mice colonized at 1W and 3W had gained more weight compared to their baseline weight compared to the SPF mice that had been colonized their entire life (Figure 1(b)). However, germ-free mice usually weigh more than SPF mice, and on the actual weight data, there were no significant difference between the groups (Figure S1A). In addition, the weight of the epididymal white adipose, measured at termination after 17 weeks on a high-fat diet, was also similar between the three groups (Figure 1(e)). Hence, the ex-germ-free mice gained more weight to reach their expected weight after 14 weeks on high-fat diet, but the delayed colonization had no impact on adiposity. Food consumption was measured per cage during the first 14 weeks of high-fat diet feeding, but the relative weight gain in the ex-germ-free groups was not accompanied by increased food consumption (Figure 1(c)). The calculated feed efficiency was also similar for all three groups (Figure 1(d)).

### 3.2. Delayed Colonization Enhanced Glucose Intolerance

Despite the lack of effect on adiposity, a germ-free period in the beginning of life had a strong impact on the glucose tolerance test performed after 15 weeks on high-fat diet. Both the 1W and 3W groups had a worse glucose tolerance compared to the SPF mice colonized throughout life, the 3W group more so than the 1W group (Figure 2(a)). Despite the increased glucose intolerance, the mice had the same level of long-term blood glucose, HbA1c (Figure 2(b)), and there were no significant differences in the incidence of mice becoming diabetic between the three groups (Figure 2(c)). Fasting blood glucose (Figure 2(d)) and insulin levels (Figure 2(e)) showed a similar trend indicating that insulin resistance rather than insulin production was affected by the delayed colonization. Leptin levels of nondiabetic mice were also not significantly different between the groups (Figure 2(f)), which correlated well with the related epididymal white adipose tissue weight.

### 3.3. High-Fat Diet-Induced Inflammation Was Unaffected by Colonization Pattern

Several cytokines and chemokines were measured in the serum of the nondiabetic mice on the day of euthanization, as we have previously observed that the levels correlate with glucose intolerance in mice on high-fat diet [30]. None of the measured analytes were upregulated in the delayed colonization groups compared to the SPF group (Figures 3(a), 3(b), 3(c), 3(d), 3(e), 3(f), 3(g), 3(h), 3(i), and 3(j)); however, IL-17 was significantly downregulated in both the 1W and 3W groups compared to the SPF group (Figure 3(a)), and the anti-inflammatory cytokine IL-10 was reduced only in the 1W group (Figure 3(b)).

### 3.4. Delayed Colonization Did Not Alter the Adult Microbiome Composition

To investigate whether the host response was in fact determined by delayed colonization or different microbiome compositions post colonization, 16S sequencing of fecal pellets sampled before starting the high-fat diet was performed. Principal coordinate analysis (PCoA) plot based on Jaccard and Bray–Curtis distance matrices showed that the ex-germ-free groups clustered together with the SPF group (Figure S1B–C). Hence, the mice were considered fully colonized after conventionalization, and any differences between the groups were, thus, solely due to the early germ-free period.

### 3.5. The Early Microbiome Has Long-Term Effects on Hepatic Gene Expression

Insulin resistance is a pathophysiological hallmark of progressive liver disease [31]. Therefore, we aimed to investigate whether the high glucose intolerance in mice that were germ-free for the first 3 weeks of their life also led to altered hepatic function and/or inflammation. 

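Hepatic gene expression was measured by RNA sequencing in 5 SPF mice and 5 3W mice at 7 weeks of age. These were male Swiss Webster mice on the low-fat breeding diet, and the 3W mice had been germ-free until they were colonized at 3 weeks of age. A commercial service prepared the libraries, sequenced them and processed the reads, and the authors deposited the number of reads counted on each gene in each mouse, without normalization. The paper's text does not name the aligner, the counting program or whether the counting used the strand. The table lists 54532 genes by Ensembl identifier, of which 54495 are in GENCODE M21 for GRCm38, and 98.3% of these have the same start and end there. Between 14513377 and 17349692 reads per SPF mouse were counted on genes, with a median of 15169658. In the 3W mice the totals ran from 12288195 to 15701687, with a median of 14137712. The totals did not differ between the groups beyond the spread between mice (two-sided exact permutation test, p = 0.0952). The 20 most abundant genes took 19.3% to 22.9% of the counts in each mouse. A gene without any reads could still be present at up to 0.173 to 0.244 CPM (counts scaled to the library size), depending on the mouse, if 3 counts are taken as the limit of a count of 0. This limit covers counting error only.
The 3W mice were compared with the SPF mice by edgeR's quasi-likelihood test after TMM normalization and edgeR's default filter on low counts, which left 13605 genes. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and an estimated fold change of at least 1.5 in either direction, the thresholds in the paper. Expression of single genes is given as TMM-normalized CPM, as mean ± SD over the 5 mice of a group. No pair of libraries within a group was similar enough to be one library counted again. The smallest p-value that an exact permutation test of 5 mice against 5 can give is 0.00794.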

Principal component analysis of RNA sequencing data revealed that the SPF and 3W groups clustered significantly different (Figure 4(a)). 

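Principal components were computed from the counts after the variance-stabilizing transformation of DESeq2, on the 500 genes with the largest variance. The first component held 50.1% of the variance and the second held 14.9%. On the first component the SPF mice lay between -14.7 and -9.23 and the 3W mice between 3.89 and 18.1, so the groups were at least 13.1 apart. On the second component the groups overlapped, and 3W replicates 7 and 8 had the highest values, at 13.8 and 9.78. The difference between the groups accounted for 45.3% of the squared distances between mice on these genes (exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow). With all 13605 genes past the filter in place of the 500, the first component held 36.5% of the variance and the groups accounted for 33.6% of the squared distances (exact permutation test, p = 0.00794). With each mouse left out in turn, the share of the groups stayed between 43.1% and 51.2%. The share covers whatever differed between the groups, which may include the time of day at killing. The test takes the mice as independent, and the labels give no litter or cage.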

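Between 3W and SPF mice, 442 of the 13605 tested genes were differentially expressed, of which 241 were higher and 201 were lower in 3W mice. A test of whether the fold change itself exceeded 1.5 (edgeR's glmTreat) moved this number most, to 82 genes. DESeq2's Wald test, the tool the paper's methods name, gave 727 genes (401 higher, 326 lower), among them all 442. With limma-voom and sample weights the number was 688. Leaving out 1 mouse at a time gave from 278 genes, without SPF replicate 5, to 545 genes, without 3W replicate 8. Among the genes with a mean count of at least 100 and no overlap between the groups, the 5 higher genes with the smallest p-values were Tef, Per3, Mup11, Dbp and Nr1d1. Of these, Tef, Per3, Dbp and Nr1d1 are clock genes of the light phase. The hour of killing is not in the labels, so a different time of day and an effect of colonization cannot be told apart for them. Per3 (ENSMUSG00000028957) lies on chromosome 4 of GRCm38 from 151003652 to 151044665 and rose from 3.85 ± 0.919 CPM (SD, n = 5) in SPF mice to 40.3 ± 7.35 CPM (SD, n = 5) in 3W mice. Its log2 fold change was 3.39 (standard error 0.177, adjusted p = 2.88e-07 from edgeR's quasi-likelihood test). The log2 fold changes of Tef, Mup11 and Dbp were 2.01, 7.38 and 6.02. The 5 lower genes chosen in the same way were Sort1, Ppard, Gstm3, B4galnt1 and Nat8f5. Ppard (ENSMUSG00000002250) lies on chromosome 17 from 28232700 to 28301474 and fell from 46.3 ± 10.5 CPM (SD, n = 5) to 11.0 ± 1.22 CPM (SD, n = 5). Its log2 fold change was -2.07 (standard error 0.154, adjusted p = 1.03e-05 from the same edgeR test). The log2 fold changes of Gstm3, B4galnt1 and Nat8f5 were -3.61, -1.10 and -3.84. The values of Mup11, Gstm3 and Nat8f5 are uncertain, because each belongs to a family of similar genes between which the counting could have split reads. Per3, Dbp and B4galnt1 each overlap another tested gene, which makes their values uncertain where the strand was not used.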

The volcano plot indicated significant differential expression of 728 genes out of a total of 31,031 expressed genes at 7 weeks of age, attributed to the germ-free preweaning period, based on the set threshold (Figure 4(b) and Supplementary Table S1). Gene enrichment analysis revealed that the top gene ontology pathways of the regulated genes were enriched in very general regulatory process pathways (Figure S2A) and showed a liver specific expression pattern (Figure S2B). However, when querying the significant enrichment analysis output (Supplementary Table S1) for insulin, glucose, and carbohydrate-related pathways, a total of 22 core genes present in at least two pathways were identified (Figure 4(c)). 

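Of these core genes, 21 passed the filter on low counts. In the comparison across all tested genes, 19 were differentially expressed, with 13 higher and 6 lower in 3W mice, and 21 passed when adjusted over the list alone. The study chose the genes on these same mice, so the list is not independent evidence. Nr1d1 and Cry1 are clock genes, for which a different time of day at killing stays open. In 14 of the 21, all 3W mice lay on one side of all SPF mice, against 0.794% of genes by chance. The log2 fold changes of Pik3r3 and Wisp1 were 0.80 and -1.10, with adjusted p-values of 0.0600 and 0.0836 from edgeR's quasi-likelihood test. Hkdc1, with 0 to 27 counts per mouse, was removed by the filter. It had 0.200 ± 0.154 CPM (SD, n = 5) in SPF mice and 1.05 ± 0.776 CPM (SD, n = 5) in 3W mice (exact permutation test, p = 0.111). Only 11 core genes passed without SPF replicate 5, the lowest number among the fits that each left out 1 mouse. A fold change of at least 1.5 as the tested hypothesis left 3 core genes. DESeq2's Wald test, the tool the paper's methods name, called all 22 core genes. Its adjusted p-values were 0.0157 for Pik3r3, 0.0227 for Wisp1 and 0.0365 for Hkdc1. Between 1 and 8 of the fits that each left out 1 mouse lost the calls of Ceacam2, Cry2, Klf15, Mup1, Pdk4, Pklr, Slc37a4, Soga1 and Sucnr1. Slc37a4 lost its call only without SPF replicate 1, where its log2 fold change was 0.58. Mup1 and Ceacam2 have close paralogs with which reads could be shared. In all, 6 core genes (Ceacam2, Cry2, Hsp90b1, Nr1d1, Pklr and Zfp36l1) overlap another tested gene, and of the genes they overlap only Gm26669, at Zfp36l1, was itself differentially expressed.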

In support, diabetes mellitus was also one of the identified pathways in the enrichment analysis when mapped to human genes (Figure S2C).

Cytokine measurements in the liver of the 1W, 3W, and SPF mice after 10 weeks on a high-fat diet verified the lack of effect on liver inflammation. Cytokine levels were similar between the three groups, except for reduced IL-6 concentration in the liver of 3W mice compared to the SPF mice (Figure S3). In addition, histological examination of the liver at the same time point showed similar degree of steatosis between the three groups and lack of inflammation and fibrosis in all samples (Figures 4(d), 4(e), and 4(f)). Hence, the liver pathology was unaffected in the high-fat diet-induced obesity model.

## 4. Discussion

When we are born, the first thing to greet us is the bacteria residing in the birth canal and perianal area of the mother. Next in line are the medical staff, hospital equipment, parents, and all the bacteria that come along with them [32]. These bacteria start to colonize every little inch of the internal and external surface of the infant, eventually becoming just as many as, or even outnumber the human cells [33]. The majority of these bacteria reside in the gastrointestinal tract, particularly in the colon. This community, known as the gut microbiome, has gained tremendous attention in the last two decades, with studies finding associations between alterations in the early or established gut microbiota composition and a wide range of health issues, among these obesity and diabetes [34–36]. However, it is not clear whether the first intestinal colonizers play a long-term causative role for the risk of becoming overweight and insulin resistant. Therefore, this study investigated the development of obesity and diabetes in high-fat diet fed mice that were germ-free for only a short period after birth, to clarify the role of the very first colonizers of the gut. We found that the absence of the gut microbiota in the early weeks plays no role in regulating weight gain later in life, as no differences were observed in the body weight between the groups. The only exception was a lower body weight in the germ-free mice at weaning, just before transfer to the barrier-bred facility, which indicates that the mice were not prone to become more obese on a high-fat diet, but rather caught up on their expected adult weight. This notion was supported by similar findings in eWAT weight and serum leptin levels between the groups. Germ-free and antibiotic treated mice may gain less fat than conventional mice, even on a high-fat diet [1, 16, 37]. However, studies also show that these traits disappear when germ-free mice are conventionalized in adult life [1]. Collectively, these results show that the early life gut microbiota has no role in the host's risk of gaining excessive weight later in life. It is of course important to note that long-term changes in the offspring microbiome due to, for example, maternal diet and health status, antibiotic treatment, etc. may still play a role in the risk of growing up overweight.

In contrast to the above findings, both the glucose tolerance and hepatic function were altered in the late colonized mice, strongly suggesting that the metabolic response to high-fat diet, rather than adiposity, is regulated by the first intestinal colonizers. Previous studies have similarly shown that the microbiota seems to have less impact on diet-induced obesity compared to metabolic responses. Facility-dependent differences in insulin response, for example, are not accompanied by differences in high-fat diet-induced obesity [38]. Furthermore, conventional mice with a diverse microbiota were shown to be more prone to develop metabolic endotoxemia and adipose tissue inflammation in response to a high-fat diet compared to SPF mice, whereas the weight gain was similar [39]. In yet another study, gut microbiota transfer from obese donors to germ-free recipients resulted in transfer of glucose intolerance even though obesity was not transferred [13], suggesting a direct link between microbial dysbiosis and metabolic dysfunction that may to a certain degree be independent of adiposity.

Surprisingly, several of the mice in all groups developed diabetes after 15 weeks on high-fat diet, which is not commonly observed in the frequently used high-fat diet-induced obesity model in C57BL/6 mice. There are known strain differences in the response to high-fat diet, but C57BL/6 mice are usually considered the most sensitive mouse strain related to weight gain [40]. However, another study using Swiss Webster mice also encountered mice with diabetes [41]. Therefore, it seems to be worth considering using this strain in future studies on type 2 diabetes. It is also worth noting that we started the high-fat diet at a late time point at 10 weeks of age. In line with this, adult C57BL/6J mice have previously been shown to be more sensitive to develop obesity and related complications compared to young newly weaned mice traditionally used for the high-fat diet-induced obese model [42]. Further studies with larger group sizes would be of interest to assess the diabetes incidence in different conditions.

A critical window in time exists where gut microbial colonization is necessary for the developing immune system. Delayed colonization in postnatal life of germ-free mice induces long-term changes in various immune cell subsets [43, 44]. In our study, the serum cytokines and chemokines were unaltered by delayed colonization, except for IL-17. Induction of Th17 cells is dependent on the presence of the gut commensal segmented filamentous bacteria [45], which is more abundant early in life and remains low in adulthood [46]. It can therefore be speculated whether segmented filamentous bacteria were present in the beginning of life in the SPF mice, despite their absence at 10 weeks of age, and therefore only induced a Th17 response in those mice in contrast to the 1W and 3W mice where SFB was absent.

While systemic and liver inflammation and pathology was unaffected in the high-fat feeding study, the delayed colonization process significantly changed hepatic gene expression in young animals not subjected to high-fat diet. 

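In the liver of these mice on the breeding diet, 344 of the 442 differentially expressed genes had all 3W mice on one side of all SPF mice. Among all 13605 tested genes, 878 were separated in this way, where chance gives 0.794%. Of the differentially expressed genes, 54.5% were higher in 3W mice, and the median log2 fold change of all tested genes was -0.0015. Without a threshold on the fold change, 670 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. The paper proposes that a crosstalk between gut and liver at the beginning of life could mediate the link between early colonization and later metabolic responses. It draws on the worse glucose tolerance after a high-fat diet, the changed hepatic gene expression and published work on liver metabolism.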

The most upregulated core genes in the 3W animals included *Nr1d1*, *Sucnr1*, and *Trib3*. 

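Nr1d1 (ENSMUSG00000020889) lies on chromosome 11 of GRCm38 from 98767932 to 98775333. Its expression was 25.0 ± 6.20 CPM (SD, n = 5) in SPF mice and 106 ± 11.6 CPM (SD, n = 5) in 3W mice, a log2 fold change of 2.08 (standard error 0.155, adjusted p = 1.03e-05 from edgeR's quasi-likelihood test). Nr1d1 overlaps Thra, which was not differentially expressed. As a clock gene, Nr1d1 would also move with the time of day at killing, and the hour is not in the labels. Sucnr1 (ENSMUSG00000027762, chromosome 3, 60081869 to 60087566) rose from 10.8 ± 5.28 CPM (SD, n = 5) to 30.2 ± 11.6 CPM (SD, n = 5). Its log2 fold change was 1.48 (standard error 0.316, adjusted p = 0.0185 from the same edgeR test). Without SPF replicate 5 the log2 fold change of Sucnr1 was 1.34 and its adjusted p-value 0.0504, the highest value over the alternatives, which went down to 0.00143. Trib3 (ENSMUSG00000032715, chromosome 2, 152337422 to 152344032) rose from 2.98 ± 0.784 CPM (SD, n = 5) to 8.17 ± 2.99 CPM (SD, n = 5). Its log2 fold change was 1.45 (standard error 0.251, adjusted p = 0.00657 from the same edgeR test). For each of the 3 genes, every 3W mouse was above every SPF mouse (exact permutation test, p = 0.00794 for each). Nucb2, another core gene, had a log2 fold change of 1.52 (standard error 0.305, adjusted p = 0.0140 from the same edgeR test).

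**Figure D1:**
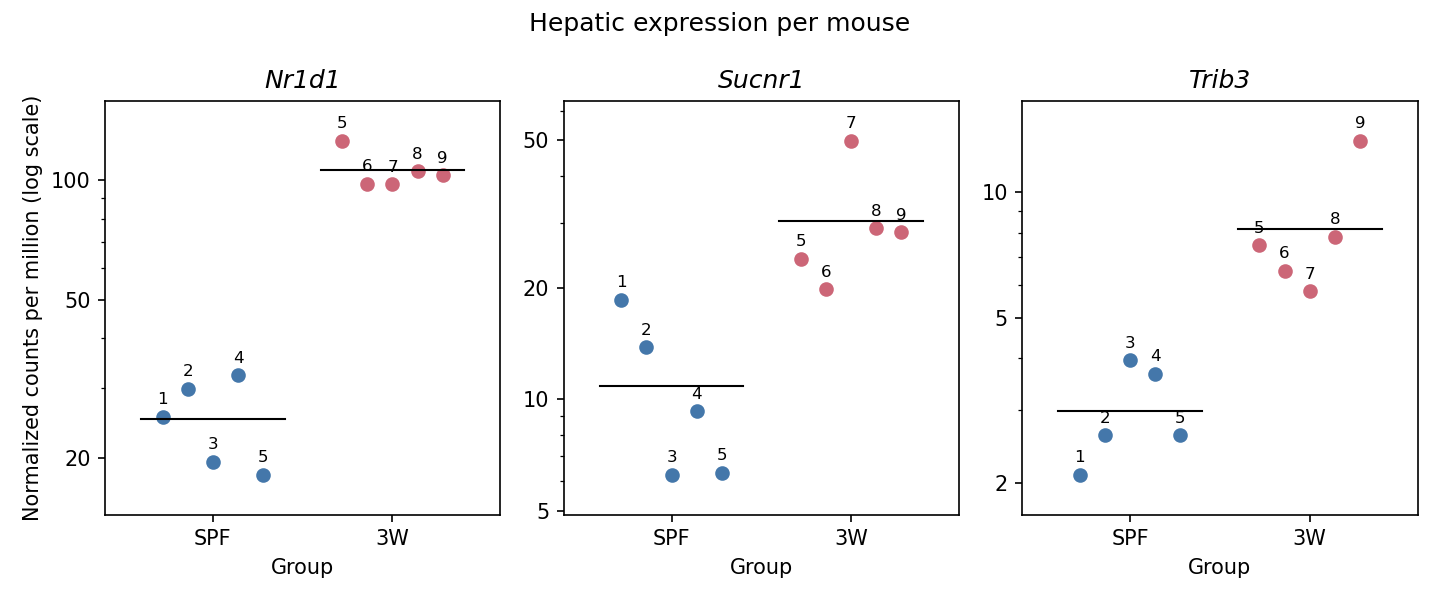
Normalized CPM of Nr1d1, Sucnr1 and Trib3 in each mouse, on log scales that differ between the genes. Each point is 1 mouse with its replicate number, the black lines are the group means, and the 3W mice lie above the SPF mice in each panel, for Nr1d1 at 97.7 to 126 against 18.1 to 32.3.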

Interestingly, *Nr1d1*, a nuclear receptor REV-ERB-*α*, is involved in molecular clock mechanisms and has been linked to metabolism, obesity, and diabetes [47]. *Sucnr1* is involved in glucose homeostasis and is overexpressed in livers of induced NASH mice and protects against further liver injury [48]. Moreover, *Trib3* expression is involved in hepatic insulin resistance in human subjects [49]. Of the most downregulated core genes in the 3W animals, *Ceacam2* and *Sort1* are noteworthy. 

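Sort1 (ENSMUSG00000068747) lies on chromosome 3 of GRCm38 from 108284082 to 108361511. Its expression was 42.5 ± 4.33 CPM (SD, n = 5) in SPF mice and 6.62 ± 1.34 CPM (SD, n = 5) in 3W mice. The log2 fold change was -2.68 (standard error 0.14, adjusted p = 2.88e-07 from edgeR's quasi-likelihood test), and it stayed between -2.75 and -2.58 when each mouse was left out in turn. Every 3W mouse was below every SPF mouse (exact permutation test, p = 0.00794). Ceacam2 (ENSMUSG00000054385, chromosome 7, 25516042 to 25539857) is a paralog of Ceacam1, and the counting could have split reads between these genes. Ceacam2 also overlaps the tested gene 4732471J01Rik, which was not differentially expressed. The expression of Ceacam2 was 66.1, 0.195, 0.507, 53.7 and 44.4 CPM in SPF replicates 1 to 5, and between 0.0631 and 1.37 CPM in the 3W mice. The log2 fold change of Ceacam2 was -5.46 (standard error 1.26, adjusted p = 0.0271 from edgeR's quasi-likelihood test). The difference was not larger than the spread between mice in an exact permutation test (p = 0.127), since SPF replicates 2 and 3 were within the range of the 3W mice. The adjusted p-value of Ceacam2 ranged from 0.000938 to 0.550 over the alternatives. The highest value came from limma-voom with sample weights, where the log2 fold change was -2.73. The call was also lost under edgeR with robust shrinkage, where the adjusted p-value was 0.0891, without SPF replicate 5, where it was 0.0602 in edgeR's test, and without 3W replicates 5, 6 or 9, where it was 0.0596, 0.0565 and 0.0687.

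**Figure D2:**
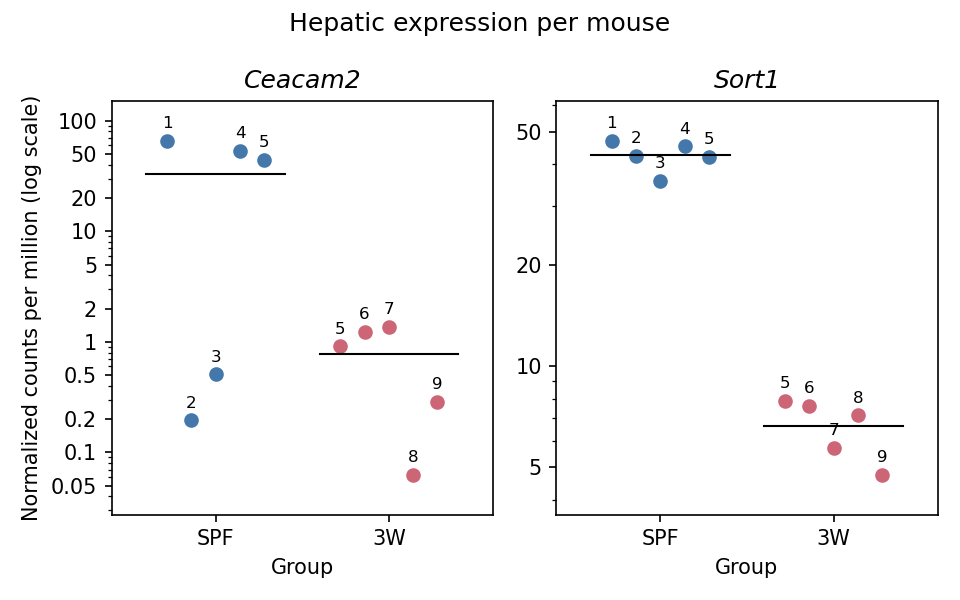
Normalized CPM of Ceacam2 and Sort1 in each mouse, on log scales that differ between the genes. Each point is 1 mouse with its replicate number, the black lines are the group means, and SPF replicates 2 and 3 lie at 0.195 and 0.507 for Ceacam2 while all SPF mice lie above all 3W mice for Sort1.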

*Ceacam2*-deficient mice develop insulin resistance [50], and *Sort1* is involved in intracellular glucose transport and its expression is downregulated in diabetic mice and humans [51]. Our study is thus in concordance with other studies demonstrating a link between early life dysbiosis due to, e.g., antibiotic treatment and high-fat diet-induced metabolic aberrations, and verifies the importance of especially the very first colonizers. Our study further suggests that this could be mediated through a gut-liver crosstalk in the very beginning of life, especially considering that microbiota-regulated abnormal liver metabolism in mice has been shown to precede the onset of insulin resistance [52]. However, further studies on the functional importance of the differentially regulated liver genes in microbial regulation of insulin resistance are needed to establish causality.

## 5. Conclusions

The early life gut microbiota has no role in future sensitivity to diet-induced obesity in mice, whereas glucose intolerance and liver expression of metabolism-related genes are significantly altered when the neonatal colonization process of the gastrointestinal tract is delayed. The findings encourage microbiota-mediated intervention to start already during the colonization process of the newborns to reduce the risk of insulin resistance in babies at risk. This could, for example, be relevant in situations where even just a temporary dysbiosis is a risk, such as delivery by cesarean section or postnatal antibiotic treatment.

## Figures and Tables

**Figure 1:**
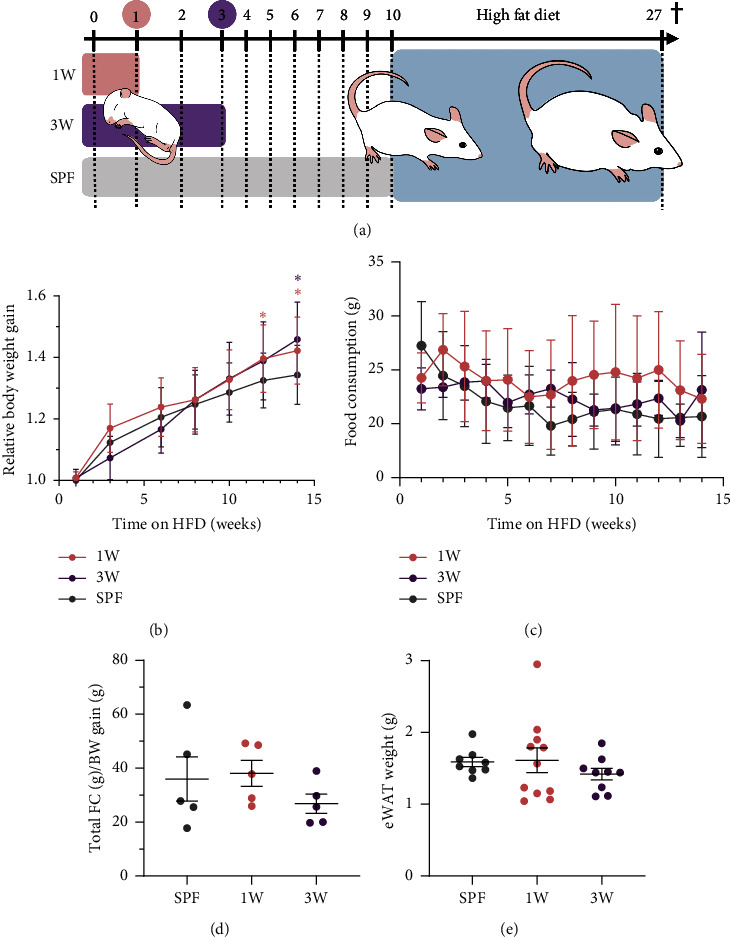
Sensitivity to diet-induced obesity in male SPF and ex-germ-free mice. (a) The experimental setup is outlined with two ex-germ-free groups colonized at one-week-of-age (1W, *n* = 14) or three week-of-age (3W, *n* = 11), and one microbiota-associated SPF bred control group (SPF, *n* = 10). At 10 week-of-age, all mice were put on a high-fat diet for 17 weeks before the mice were euthanized at 27 week-of-age. (b) The weight was measured on all mice during high-fat diet feeding and the average relative weight gain is shown. Data points from mice that started losing weight because of diabetes were excluded. Error bars represent SD. (c) The average weekly food consumption of high-fat diet per mouse per cage is shown. Error bars represent SD (*n* = 5-6 cages per group). (d) Food efficiency based on the total average food consumption and total average body weight gain per cage during the 14 weeks high-fat diet feeding period is shown. Mean and SEM are shown. (e) Epididymal white adipose tissue (eWAT) was measured at euthanasia after 17 weeks on high-fat diet. Mean and SEM are shown. ^∗^*p* value below 0.05.

**Figure 2:**
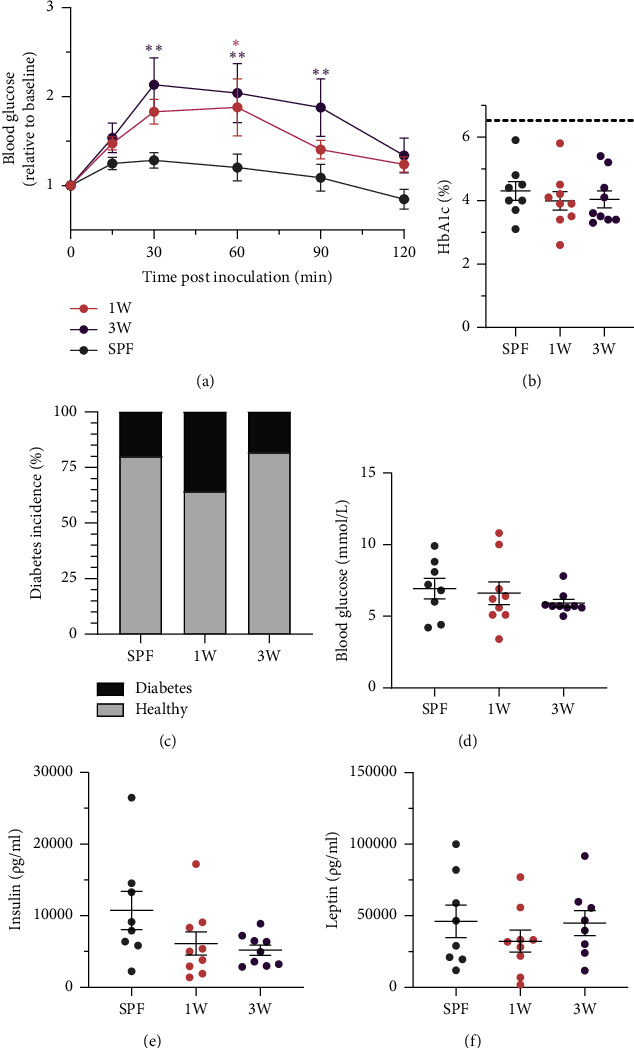
Oral glucose tolerance, hormone levels, and diabetes in male SPF and ex-germ-free mice. (a) The oral glucose tolerance after 15 weeks on high-fat diet in SPF mice (*n* = 8) and mice that were germ-free until 1W (*n* = 9) or 3W (*n* = 9) is shown. Blood glucose levels were measured at 15, 30, 60, 90, and 120 min post oral glucose of a fixed dose of glucose and the relative levels compared to baseline is shown. (b) Blood HbA1c levels are shown for the nondiabetic mice at euthanasia after 17 weeks on high-fat diet. The dotted line represents the cutoff value for diagnosing diabetes. (c) The diabetes incidence during the 17 weeks on high-fat diet is shown for the SPF (*n* = 2 out of 10 mice), 1W (*n* = 5 out of 14 mice), and 3W (*n* = 2 out of 11 mice) groups. (d) Fasting blood glucose, (e) insulin, and (f) leptin levels at euthanasia after 17 weeks on high-fat diet are shown. Mean and SEM are shown in all plots. ^∗^*p* value below 0.05 and ^∗∗^*p* value below 0.01.

**Figure 3:**
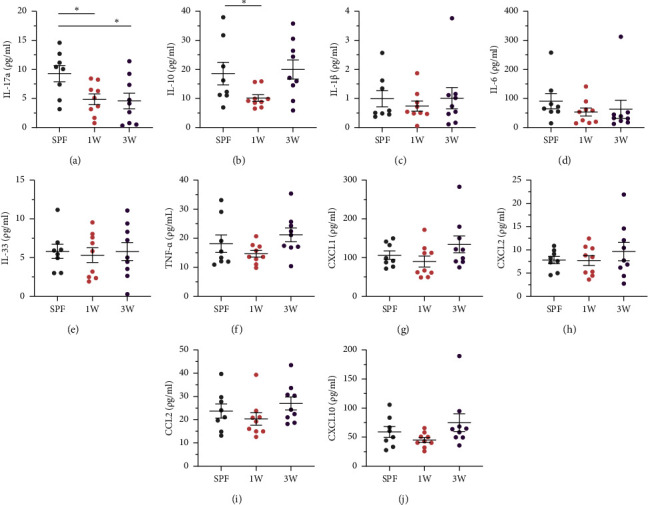
Systemic low-grade inflammation in male SPF and ex-germ-free mice on high-fat diet. (a–j) serum cytokine and chemokine levels for nondiabetic SPF (*n* = 8), 1W (*n* = 9), and 3W (*n* = 9) mice were measured with mesoscale multiplex technology, and the analytes above detection range are shown as indicated. For the shown analytes, measurements below detection range were given the value of half of the lower detection limit as instructed by the manufacturer. Mean and SEM are shown in all plots. ^∗^*p* value below 0.05.

**Figure 4:**
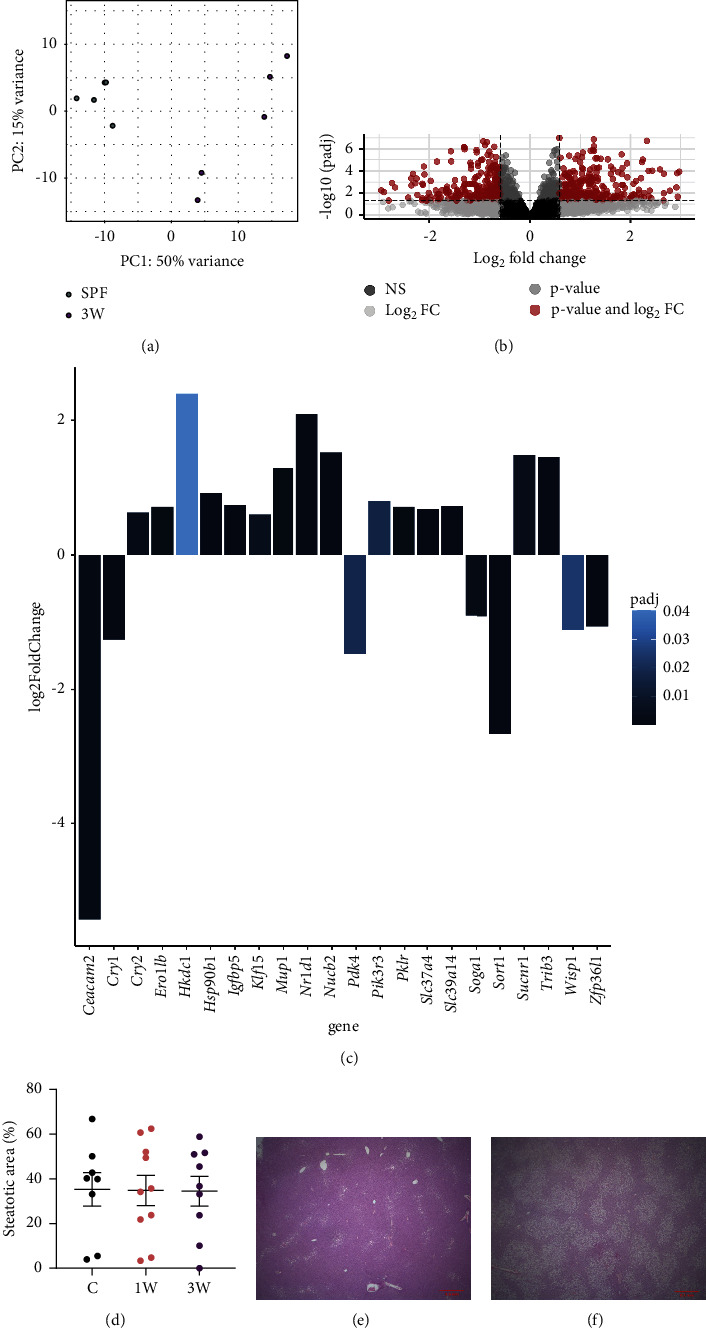
Liver gene expression and steatosis in male SPF and ex-germ-free mice. (a) Principal component analysis plot of liver RNA-seq data from SPF (*n* = 5) and ex-germ-free (ex-GF, *n* = 5) male mice that were colonized at 3 weeks of age. (b) Volcano plot of differentially expressed genes in liver tissue with a total of 31031 expressed genes. Red dots represent a total of 728 genes above the significance threshold with an adjusted *p* value <0.05 (−log_10_ (p.adj) > 1.3), and above the fold change (FC) threshold of 1.5x higher or lower than the SPF group (Log_2_ FC > 0.585 or < −0.585). (c) Bar plot of the log_2_ fold change and adjusted *p* value of 22 core insulin and glucose related genes. (d) Histological analysis of the steatotic area in the liver of male nondiabetic SPF (*n* = 8), 1W (*n* = 10), and 3W (*n* = 9) mice after 10 weeks on high-fat diet. Representative images of H&E stained liver sections from a mouse with low (e) and high (f) degree of steatosis are shown.

## Data Availability

RNAseq data are available in NCBI GEO (GSE249397) and 16S sequencing data are available in BioProject ID: PRJNA1048180.

## References

[1] Bäckhed F., Ding H., Wang T. (2004). The gut microbiota as an environmental factor that regulates fat storage. *Proceedings of the National Academy of Sciences of the USA*.

[2] Moretti C. H., Schiffer T. A., Li X., Weitzberg E., Carlström M., Lundberg J. O. (2021). Germ-free mice are not protected against diet-induced obesity and metabolic dysfunction. *Acta Physiologica*.

[3] Fleissner C. K., Huebel N., Abd El-Bary M. M., Loh G., Klaus S., Blaut M. (2010). Absence of intestinal microbiota does not protect mice from diet-induced obesity. *British Journal of Nutrition*.

[4] Kübeck R., Bonet-Ripoll C., Hoffmann C. (2016). Dietary fat and gut microbiota interactions determine diet-induced obesity in mice. *Molecular Metabolism*.

[5] Logan I. E., Bobe G., Miranda C. L. (2020). Germ-free Swiss Webster mice on a high-fat diet develop obesity, hyperglycemia, and dyslipidemia. *Microorganisms*.

[6] Ley R. E., Backhed F., Turnbaugh P., Lozupone C. A., Knight R. D., Gordon J. I. (2005). Obesity alters gut microbial ecology. *Proceedings of the National Academy of Sciences*.

[7] Ley R. E., Turnbaugh P. J., Klein S., Gordon J. I. (2006). Microbial ecology: human gut microbes associated with obesity. *Nature*.

[8] Turnbaugh P. J., Hamady M., Yatsunenko T. (2009). A core gut microbiome in obese and lean twins. *Nature*.

[9] Tagliabue A., Elli M. (2013). The role of gut microbiota in human obesity: recent findings and future perspectives. *Nutrition, Metabolism, and Cardiovascular Diseases*.

[10] Di Ciaula A., Bonfrate L., Khalil M., Garruti G., Portincasa P. (2023). Contribution of the microbiome for better phenotyping of people living with obesity. *Reviews in Endocrine and Metabolic Disorders*.

[11] Ridaura V. K., Faith J. J., Rey F. E. (2013). Gut microbiota from twins discordant for obesity modulate metabolism in mice. *Science*.

[12] Turnbaugh P. J., Ley R. E., Mahowald M. A., Magrini V., Mardis E. R., Gordon J. I. (2006). An obesity-associated gut microbiome with increased capacity for energy harvest. *Nature*.

[13] Rabot S., Membrez M., Blancher F. (2016). High fat diet drives obesity regardless the composition of gut microbiota in mice. *Scientific Reports*.

[14] Lundberg R., Toft M. F., Metzdorff S. B. (2020). Human microbiota-transplanted C57BL/6 mice and offspring display reduced establishment of key bacteria and reduced immune stimulation compared to mouse microbiota-transplantation. *Scientific Reports*.

[15] Jian C., Carpén N., Helve O., de Vos W. M., Korpela K., Salonen A. (2021). Early-life gut microbiota and its connection to metabolic health in children: perspective on ecological drivers and need for quantitative approach. *EBioMedicine*.

[16] Cox L. M., Yamanishi S., Sohn J. (2014). Altering the intestinal microbiota during a critical developmental window has lasting metabolic consequences. *Cell*.

[17] Klancic T., Laforest-Lapointe I., Choo A. (2020). Prebiotic oligofructose prevents antibiotic-induced obesity risk and improves metabolic and gut microbiota profiles in rat dams and offspring. *Molecular Nutrition and Food Research*.

[18] Shao X., Ding X., Wang B. (2017). Antibiotic exposure in early life increases risk of childhood obesity: a systematic review and meta-analysis. *Frontiers in Endocrinology*.

[19] Cho I., Yamanishi S., Cox L. (2012). Antibiotics in early life alter the murine colonic microbiome and adiposity. *Nature*.

[20] Miao Z. H., Zhou W. X., Cheng R. Y. (2021). Dysbiosis of intestinal microbiota in early life aggravates high-fat diet induced dysmetabolism in adult mice. *BMC Microbiology*.

[21] Vandenplas Y., Carnielli V. P., Ksiazyk J. (2020). Factors affecting early-life intestinal microbiota development. *Nutrition*.

[22] Nobel Y. R., Cox L. M., Kirigin F. F. (2015). Metabolic and metagenomic outcomes from early-life pulsed antibiotic treatment. *Nature Communications*.

[23] Morel F. B., Oosting A., Piloquet H., Oozeer R., Darmaun D., Michel C. (2013). Can antibiotic treatment in preweaning rats alter body composition in adulthood?. *Neonatology*.

[24] Rune I., Hansen C. H., Ellekilde M. (2013). Ampicillin-improved glucose tolerance in diet-induced obese C57BL/6NTac mice is age dependent. *Journal of Diabetes Research*.

[25] Mozeš Š., Šefcíková Z., Bujnáková D., Racek L. (2013). Effect of antibiotic treatment on intestinal microbial and enzymatic development in postnatally overfed obese rats. *Obesity*.

[26] Pyndt Jørgensen B., Hansen J. T., Krych L. (2014). A possible link between food and mood: dietary impact on gut microbiota and behavior in BALB/c mice. *PLoS One*.

[27] Arildsen A. W., Zachariassen L. F., Krych L., Hansen A. K., Hansen C. H. F. (2021). Delayed gut colonization shapes future allergic responses in a murine model of atopic dermatitis. *Frontiers in Immunology*.

[28] https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE249397.

[29] Hansen C. H. F., Larsen C. S., Zachariassen L. F. (2022). Gluten-free diet reduces autoimmune diabetes mellitus in mice across multiple generations in a microbiota-independent manner. *Journal of Autoimmunity*.

[30] Ellekilde M., Krych L., Hansen C. H. (2014). Characterization of the gut microbiota in leptin deficient obese mice - correlation to inflammatory and diabetic parameters. *Research in Veterinary Science*.

[31] Bugianesi E., McCullough A. J., Marchesini G. (2005). Insulin resistance: a metabolic pathway to chronic liver disease. *Hepatology*.

[32] Bäckhed F., Roswall J., Peng Y. (2015). Dynamics and stabilization of the human gut microbiome during the first year of life. *Cell Host Microbe*.

[33] Sender R., Fuchs S., Milo R. (2016). Revised estimates for the number of human and bacteria cells in the body. *PLoS Biology*.

[34] Larsen N., Vogensen F. K., van den Berg F. W. (2010). Gut microbiota in human adults with type 2 diabetes differs from non-diabetic adults. *PLoS One*.

[35] Zhang M., Differding M. K., Benjamin-Neelon S. E., Østbye T., Hoyo C., Mueller N. T. (2019). Association of prenatal antibiotics with measures of infant adiposity and the gut microbiome. *Annals of Clinical Microbiology and Antimicrobials*.

[36] Korpela K., Zijlmans M. A., Kuitunen M. (2017). Childhood BMI in relation to microbiota in infancy and lifetime antibiotic use. *Microbiome*.

[37] Bäckhed F., Manchester J. K., Semenkovich C. F., Gordon J. I. (2007). Mechanisms underlying the resistance to diet-induced obesity in germ-free mice. *Proceedings of the National Academy of Sciences of the U S A*.

[38] Unger A. L., Eckstrom K., Jetton T. L., Kraft J. (2020). Facility-dependent metabolic phenotype and gut bacterial composition in CD-1 mice from a single vendor: a brief report. *PLoS One*.

[39] Müller V. M., Zietek T., Rohm F. (2016). Gut barrier impairment by high-fat diet in mice depends on housing conditions. *Molecular Nutrition and Food Research*.

[40] Montgomery M. K., Hallahan N. L., Brown S. H. (2013). Mouse strain-dependent variation in obesity and glucose homeostasis in response to high-fat feeding. *Diabetologia*.

[41] Lemke L. B., Rogers A. B., Nambiar P. R., Fox J. G. (2008). Obesity and non-insulin-dependent diabetes mellitus in Swiss-Webster mice associated with late-onset hepatocellular carcinoma. *Journal of Endocrinology*.

[42] Cordoba-Chacon J., Gahete M. D., Pozo-Salas A. I. (2012). Peripubertal-onset but not adult-onset obesity increases IGF-I and drives development of lean mass, which may lessen the metabolic impairment in adult obesity. *American Journal of Physiology-Endocrinology and Metabolism*.

[43] Hansen C. H., Nielsen D. S., Kverka M. (2012). Patterns of early gut colonization shape future immune responses of the host. *PLoS One*.

[44] Olszak T., An D., Zeissig S. (2012). Microbial exposure during early life has persistent effects on natural killer T cell function. *Science*.

[45] Ivanov I. I., Atarashi K., Manel N. (2009). Induction of intestinal Th17 cells by segmented filamentous bacteria. *Cell*.

[46] Oemcke L. A., Anderson R. C., Altermann E., Roy N. C., McNabb W. C. (2021). The role of segmented filamentous bacteria in immune barrier maturation of the small intestine at weaning. *Frontiers in Nutrition*.

[47] Delezie J., Dumont S., Dardente H. (2012). The nuclear receptor REV-ERB*α* is required for the daily balance of carbohydrate and lipid metabolism. *The FASEB Journal*.

[48] Marsal-Beltran A., Rodríguez-Castellano A., Astiarraga B. (2023). Protective effects of the succinate/SUCNR1 axis on damaged hepatocytes in NAFLD. *Metabolism*.

[49] Oberkofler H., Pfeifenberger A., Soyal S. (2010). Aberrant hepatic TRIB3 gene expression in insulin-resistant obese humans. *Diabetologia*.

[50] Patel P. R., Ramakrishnan S. K., Kaw M. K. (2012). Increased metabolic rate and insulin sensitivity in male mice lacking the carcino-embryonic antigen-related cell adhesion molecule 2. *Diabetologia*.

[51] Kaddai V., Jager J., Gonzalez T. (2009). Involvement of TNF-*α* in abnormal adipocyte and muscle sortilin expression in obese mice and humans. *Diabetologia*.

[52] Perry R. J., Samuel V. T., Petersen K. F., Shulman G. I. (2014). The role of hepatic lipids in hepatic insulin resistance and type 2 diabetes. *Nature*.

# Supplementary material for: Delayed Gut Colonization Changes Future Insulin Resistance and Hepatic Gene Expression but Not Adiposity in Obese Mice
**Source:** J Obes. 2024 Sep 25;2024:5846674. doi: 10.1155/2024/5846674
**Supplement:** Supplementary Materials — Figure S1: body weight and beta diversity analysis of the microbiome of male SPF and ex-germ-free mice. (A) Body weight was measured on all SPF (n = 10) and ex-germ-free 1W (n = 14) and 3W (n = 11) mice during high-fat diet feeding and the average body weight is shown for each time point. Data points from mice that started losing weight because of diabetes were excluded. Error bars represent SD. (B, C) Principal coordinates analysis plots of nanopore-based sequencing of the near full 16S rRNA gene amplicon based on (B) Bray–Curtis (weighted) and (C) Jaccard (unweighted) distance matrices. The plots illustrate feces samples from SPF (n = 9, black) and 1W (n = 12, pink) and 3W (n = 10, purple) ex-germ-free mice at 10 week-of-age before start of high-fat diet. Figure S2: enrichment analysis pathways on genes differentially expressed in the liver. (A) Top 20 GO enriched pathways from Metascape. (B) Quality control of differential expressed genes showing enrichment in liver specific genes based on PaGenBase output from Metascape. (C) Enrichment mapped to human genes in Metascape showing enriched human diseases. Figure S3: liver cytokines in high-fat diet-induced male mice. (A–J) Liver cytokine and chemokine levels for nondiabetic SPF (n = 8), 1W (n = 9), and 3W (n = 9) mice were measured with mesoscale multiplex technology, and the analytes above detection range are shown as indicated. The concentrations were normalized to total protein measurements in the same samples. Mean and SEM are shown in all plots. ∗p value below 0.05. Table S1: differentially expressed genes in the liver. Output table from DESeq2 with differentially expressed genes in liver tissue from 3W (n = 5) male mice compared to SPF (n = 5) male mice, with an adjusted p value <0.05 and a fold-change <−1.5 or >1.5.

## Supplementary table 1. Differentially Expressed Genes

Output table from DESeq2 with differentially expressed genes in liver tissue with an adjusted pvalue <0.05 and a foldchange <-1.5|>1.5

How the deposited data were processed for this re-analysis (not part of the article)

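Hepatic RNA of 5 SPF and 5 3W male Swiss Webster mice, killed at 7 weeks of age, was sequenced. The authors deposited raw counts of reads per gene and mouse, processed by a commercial sequencing service, with no normalization applied. The table also holds a gene length in bases, which was used only to test for a trend with length. Every column of counts was assigned to a mouse and its group by the deposited labels, which give the same groups and group sizes as the paper. Gene names and coordinates are those of the deposited table, and 53585 of the 54495 identifiers found in GENCODE M21 have the same start and end there, on GRCm38.

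The analysis was run in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. From the deposited counts, CPM were computed with TMM factors, and genes were filtered with edgeR's filterByExpr at its defaults (a minimum count of 10 and a minimum total of 15). For single genes, log2 fold changes, standard errors and adjusted p-values came from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The standard error is the log2 fold change divided by the square root of the F statistic. The medians given for gene lists are not medians of these fold changes. They come from a separate estimate for each gene and can differ from edgeR's in size and sign. Single genes and scores of gene lists were compared with two-sided exact permutation tests over the 252 labelings of the 10 libraries, for genes on log2 of CPM plus 0.1. Depth, and the limit that a count of 0 allows, are given as totals per mouse and as 3 counts of the total. Chi-square values across genes of at least 17.8 per degree of freedom between libraries of a group gave no sign that a library was deposited more than once.

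The procedure was tested on simulated counts for 13605 genes with the means and library sizes of the real data, of which 200 were changed by known amounts. Of 13428 genes tested there, 185 were called, with 178 of the changed genes (89%) and 7 unchanged genes. DESeq2, given all 13605 genes, recovered 186 changed genes and called 16 unchanged ones. On the same 13428 genes limma-voom recovered 171 and called 6 unchanged ones, edgeR with robust shrinkage 177 and 7, and glmTreat 116 and 1.

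The genes named are the 22 core genes and any other gene the paper names, the clock genes of a preset list, and in each direction the 5 differentially expressed genes with the smallest p-values among those with a mean count of at least 100 and no overlap between the groups. Of the genes this rule covers, 1 is not reported here. Ceacam1 and the genes that overlap a named gene fall outside this rule and were chosen after their values were seen, as were the abundant endothelial markers. Gene lists were tested with camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 16 lists. They are the core genes and the clock genes of the light and of the dark phase. Further lists hold heat shock genes (cytosolic and mitochondrial), endothelial, Kupffer, stellate and neutrophil genes, and chaperones of the endoplasmic reticulum. Others are proliferation genes, genes higher in male and in female liver, and genes of the xenobiotic response. The last are genes of the fed and of the fasted state, and sex-specific genes. The lists come from general knowledge, apart from the core genes, and were written before the counts were seen but after reading Supplementary Table 1 of the paper, so they are not independent of it.

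Neighbouring calls are pairs of tested genes next to each other on a chromosome that were differentially expressed in the same direction. They were compared with 10000 random relabellings of the called genes. Models were refitted for 100 of the 126 distinct splits of the 10 libraries into 5 and 5, the real split included. Trends of each library with GC content or gene length were removed with lowess at a span of 0.3. The alternatives covered normalization, test, filters on genes, thresholds, the transformation and genes behind the principal components, and leaving out each mouse in turn. The groups, the tests behind the main results and the alternatives were fixed before the data were examined. The removal of trends with GC content and gene length as alternatives was chosen after seeing the data, as were the tests of explanations that the closing section names as such. The enrichment of pathways, the high-fat diet experiment and the microbiome data were not analysed here.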

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

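The tests of the time of day, of wrong labels and of cell types in this part were chosen after the results were seen.

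In 116 groups of 5 values, a single mouse lay far from the other 4 of its group 10 times, where chance gives 5.8. SPF replicate 1 had 18.9 CPM of Mup1 (the others 7.49 to 8.26), 90.6 CPM of Slc37a4 (131 to 150) and 116 CPM of Clock (88.9 to 95.7). SPF replicate 2 had 0.781 CPM of Ciart (0.186 to 0.271), and SPF replicate 3 had 3.72 CPM of Wisp1 (2.43 to 2.73). SPF replicate 5 had a score of 0.86 for the heat shock genes (0.35 to 0.49) and of -0.80 for the genes higher in male liver (-0.41 to -0.30). Among the 3W mice, replicate 9 had 155 CPM of Pklr (225 to 255) and 9.00 CPM of Ciart (1.69 to 2.73), and replicate 7 had 17.7 CPM of Dbp (44.7 to 63.3). Without SPF replicate 1, the log2 fold change of Slc37a4 was 0.58, under the threshold. A sample of the wrong sex, or mixed with a female sample, was argued against by the Y-linked genes, at no less than 20.7 CPM in any library, and by Xist at no more than 1.12 CPM. A wrong label was tested with the genes called from the other 9 libraries. In each library most of these genes lay nearer its own group, with the lowest shares of 60.2% in 3W replicate 8 and 69.9% in SPF replicate 1. Reads of Mup1 could be split with other genes of its family. No biological explanation for a single mouse was tested, and given the number expected by chance these values are reported as they are. Apart from these, 3W replicates 7 and 8 lay together in several scores. Their fasted-state scores were 0.25 and 0.57 (the other 3W mice -1.04 to -0.31), and their Kupffer cell scores -0.81 and -0.56 (-0.23 to 0.34). The light-phase clock, chaperone and male-liver scores did not set them apart. Without litter or cage in the labels, it is not known whether these mice are independent.

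Lists of genes that the paper does not discuss differed between the groups. The medians below come from a separate estimate for each gene and are not medians of edgeR's log2 fold changes. The numbers of genes higher or lower match edgeR's log2 fold changes. The median log2 fold change was 2.11 for clock genes of the light phase and -0.89 for those of the dark phase. It was 0.64 for chaperones of the endoplasmic reticulum, with 15 of 16 genes higher in 3W mice, and 0.51 for genes higher in male liver, with 14 of 16 higher. It was -1.21 for proliferation genes (17 of 18 lower), -0.69 for genes of the xenobiotic response (18 of 20 lower) and -0.63 for heat shock genes (9 of 10 lower). The median was -0.55 for endothelial genes (15 of 15 lower) and -0.22 for Kupffer cell genes (10 of 10 lower). For each of these lists except the Kupffer cell genes, the scores of all 3W mice lay on one side of those of all SPF mice (exact permutation test, p = 0.00794, adjusted p = 0.0159). For the Kupffer cell genes the exact permutation test gave p = 0.167 (adjusted p = 0.267), and without 3W replicate 7 their median was -0.07. Without 3W replicate 6 it was -0.37, and 6 of the 10 fits that each left out 1 mouse lost this list. The core genes had a median of 0.71, with 14 genes higher and 7 lower. The averaged score of the core genes (exact permutation test, p = 0.302, adjusted p = 0.371) decides nothing, because opposite changes cancel in it. Of 16 lists, 10 passed with camera at a preset correlation, and these held under fry except the Kupffer cell genes (adjusted p = 0.373, with a range over the alternatives from 0.000992 to 0.691). With the correlation estimated from the data only the clock genes of the light phase passed. The dark-phase clock, core, endothelial, male-liver and proliferation genes were just over the threshold there (camera, adjusted p = 0.0502 for each). The rest of the 10 lists were at 0.102 to 0.691. For 5 of the lists not past the threshold, the middle edgeR log2 fold change differed from the median of the separate estimate. It was -0.36 for the fasted state (G6pc), 0.12 for the fed state (Srebf1) and -0.56 for genes higher in female liver (Acot4). For neutrophil genes it was 0.80 (S100a9) and for stellate cell genes -0.12 (Ecm1). In the separate estimate, the lists not past the threshold were the genes of the fasted state (-0.50), the fed state (-0.07), those higher in female liver (-0.65), neutrophil genes (0.50), sex-specific genes (-0.21) and stellate cell genes (-0.05). Leaving out 1 mouse moved several of these by over 1.5 times, such as the genes of the fasted state to -0.22 and the fed state to 0.24 (without 3W replicate 6), those higher in female liver to -0.29 (without SPF replicate 5), neutrophil genes to 1.46 (without 3W replicate 7), sex-specific genes to -0.061 (without 3W replicate 6) and stellate cell genes to 0.093 (without SPF replicate 1).

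Of 100 splits of the 10 libraries, 12 gave at least 10 lists past the threshold with camera, the real one included. Of the 11 others, 10 moved only 1 mouse of each group to the other group and so kept most of the real grouping, and 1 moved 2 mice of each group. That was 10 of 22 splits that moved 1 mouse and 1 of 77 that moved 2. The number of lists therefore does not set the real grouping apart from the groupings closest to it. The other splits gave a median of 4 lists and at most 12. Trends with GC content or gene length were argued against as the whole source, since 9 and 10 lists passed after their removal. The paper's table already names 8 of the 9 clock genes of the light phase, 3 of 6 of the dark phase, 14 of 20 proliferation genes, 12 of 22 xenobiotic genes, 10 of 16 chaperones, 7 of 17 genes higher in male liver, 5 of 15 endothelial genes, 4 of 10 heat shock genes and 1 of 10 Kupffer cell genes. Members of the Mup, Cyp and Gstm families and the pair Hspa1a and Hspa1b have close copies between which the counting could have split reads, so their values are uncertain. The colonization, litters and any difference in handling between the groups stay open and were not tested. A different time of day at killing stays open too, for the other lists as for the clock genes.

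All 15 clock genes moved in the direction of a later time of day in 3W mice, and 11 of them were differentially expressed. A different time of day at killing and an effect of colonization on the clock cannot be told apart, because both would move these genes in this way and the hour of killing is not in the labels.

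Endothelial genes were lower in 3W mice, among them Stab2 (106 to 67.1 CPM), Eng (106 to 80.3 CPM), Kdr (89.8 to 61.2 CPM) and Stab1 (84.7 to 54.7 CPM). All 15 are expressed in these livers. The difference between the groups in the endothelial score minus the stellate score was -0.48 (exact permutation test, p = 0.00794, adjusted p = 0.0159), which argues against a lower share of all cells other than hepatocytes. For the endothelial score minus the Kupffer cell score the difference was -0.17 (exact permutation test, p = 0.302, adjusted p = 0.302). A lower share of endothelial cells and macrophages alike and a change in endothelial cells alone cannot be told apart, because this difference was within the spread between mice. A lower expression per cell was not tested.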

How the results depend on the processing

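No paired analysis was possible, because the labels give no pair, litter, cage or batch to block on. The replicate number that the SPF and 3W mice share, replicate 5, belongs to separate animals and was not taken as a link.

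The number of differentially expressed genes was 442. It stayed within 1.5 times that number under the size factors of DESeq2 within edgeR (441), upper-quartile normalization (431), without the 20 most abundant genes (441), with robust shrinkage (411), with all genes that had at least 1 count (603), with at least 10 counts in every library (354) and with protein-coding genes only (372). The tests chosen after seeing the data, which removed the trend of each library with GC content or gene length, gave 426 genes (378 shared) and 435 genes (425 shared). The share of higher genes moved by less than 10 percentage points under each change of scaling.

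DESeq2's Wald test gave 727 genes (401 higher, 326 lower), among them all 442, with 659 of the paper's calls recovered and 51 pairs of neighbouring calls. limma-voom with sample weights gave 688 genes, 336 of them lower, with 65 pairs of neighbouring calls, and shared 407 genes. The cause was not tested. Changed thresholds act by construction. The glmTreat test against a fold change of 1.5 gave 82 genes (50 higher, 32 lower), 3 core genes, 79 recovered calls and 5 neighbouring pairs. A fold change of at least 2 gave 236 genes (145 higher, 91 lower), 10 core genes, 223 recovered calls and 11 neighbouring pairs. No threshold on the fold change gave 670 genes (368 higher, 302 lower) and 53 neighbouring pairs. An adjusted p-value under 0.01 gave 169 genes (103 higher, 66 lower), 9 core genes, 161 recovered calls and 8 neighbouring pairs. Neighbouring pairs were 49 among all genes with at least 1 count and 20 among protein-coding genes, where the order of genes itself changed. The first principal component held 36.5% of the variance with all genes past the filter, and the cause was not tested. With the correlation between genes estimated from the data, 1 gene list passed in place of 10, and the cause was not tested. Several of the lists lost in this way were just over the threshold (camera, adjusted p = 0.0502).

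Across the 10 fits that each left out 1 mouse, differentially expressed genes ranged from 278 (without SPF replicate 5, 261 of them shared) to 545 (without 3W replicate 8, 374 shared), those higher from 161 to 303 and those lower from 117 to 243. Core genes ranged from 11 (without SPF replicate 5) to 17, recovered calls from 259 to 430, and neighbouring pairs from 17 (without SPF replicate 5) to 54 (without 3W replicate 8), with 21 without SPF replicate 2. Without SPF replicate 5, 117 genes were lower and 259 calls were recovered. These fits have fewer samples, and the difference between the mice left out was not explained.

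The exact permutation test of the separation gave p = 0.00794 under every alternative tried. This is the smallest value it can give, also with 1 mouse left out, so it cannot show whether the separation weakened. The groups accounted for 33.6% to 51.2% of the squared distances, against 45.3% in the main setting. The 15 clock genes kept their direction in every fit, except that 13 were left, all in that direction, when at least 10 counts in every library were required. In the separate estimate used for gene lists, the median of the fed-state genes was -0.07, against 0.037 with the GC trend removed. It ranged from -0.13 to 0.24 with 1 mouse left out (0.017 without SPF replicate 3, 0.051 without 3W replicate 5, 0.24 without 3W replicate 6 and 0.11 without 3W replicate 9). The sign of -0.07 is itself uncertain, since in edgeR's test 8 of these 13 genes were higher in 3W mice. Stellate cell genes went from -0.05 to 0.093 without SPF replicate 1 and 0.068 without SPF replicate 3, in a range from -0.12 to 0.093. Neither list was past the threshold in any of these fits, and the cause was not tested. Neutrophil genes passed without 3W replicate 7 (median 1.46) and without 3W replicate 8 (1.34), and genes of the fasted state did so too (-0.68 and -0.69).

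Named genes kept their direction under every alternative, while 52 of their calls became weaker and 9 stronger. Gene lists became weaker 18 times and stronger 4 times. With robust shrinkage the calls of Ceacam2, Mup1, Pdk4 and Per1 were lost, with limma-voom those of Ceacam2 and Klf15, with upper-quartile normalization that of Klf15 and with the GC trend removed that of Soga1. Pik3r3 and Wisp1 were called with DESeq2 and limma-voom, and Nfil3 with limma-voom. Of the 10 fits that each left out 1 mouse, 8 lost the call of Klf15, 8 of Pdk4, 6 of Cry2, 6 of Soga1, 5 of Mup1, 4 of Ceacam2 and 3 of Per1. The call of Pklr was lost without SPF replicate 2 (log2 fold change 0.70) and without SPF replicate 5 (0.72), that of Slc37a4 without SPF replicate 1 (0.58) and that of Sucnr1 without SPF replicate 5 (1.34). Pik3r3 was called without 3W replicate 8 (0.95), Nfil3 without 3W replicate 7 (-0.72), and Hlf without SPF replicate 1 (0.66) and without 3W replicate 5 (0.61). The depth limits the results for genes with few reads, such as Hkdc1, which the filter removed.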

Differences from the paper's values

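The paper's number of differentially expressed genes is 728 in its results and 738 in its methods, where its numbers of higher and lower genes, 407 and 321, add to the first. With edgeR's quasi-likelihood test the number was 442, with 241 genes higher and 201 lower in 3W mice. Of the alternatives set before the data were examined, these came within 1.5 times of the paper's values for all of these numbers: DESeq2's Wald test, the tool the paper's methods name (727, with 401 higher and 326 lower), limma-voom with sample weights (688, with 352 and 336), no threshold on the fold change (670, with 368 and 302), all genes with at least 1 count (603, with 343 and 260), leaving out 3W replicate 8 (545, with 303 and 242) and leaving out SPF replicate 1 (516, with 273 and 243). The other changes of normalization, filter, shrinkage and thresholds, and leaving out any other mouse, did not. Of the 728 genes in the paper's table, 692 were found by name in the count table and 36 were not. The edgeR test called 423 of them in the same direction. Its other 19 genes have names that are not in the table as written, and since names were matched exactly, it is not known whether they are among the 36. With DESeq2, 691 of the 692 had a log2 fold change within 0.01 of the paper's.

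The paper counts Pik3r3, Wisp1 and Hkdc1 among the differentially expressed core genes. In edgeR's quasi-likelihood test, Pik3r3 had a log2 fold change of 0.80 (adjusted p = 0.0600, over the alternatives 0.0120 to 0.136) and Wisp1 of -1.10 (adjusted p = 0.0836, over the alternatives 0.0227 to 0.172), where the log2 fold change of Wisp1 stayed below 0. Hkdc1 was removed by the filter, and with all genes tested by edgeR it had a log2 fold change of 2.34 (adjusted p = 0.0787). DESeq2's Wald test called all 22 core genes, with adjusted p-values of 0.0157 for Pik3r3, 0.0227 for Wisp1 and 0.0365 for Hkdc1. limma-voom with sample weights called Pik3r3 (adjusted p = 0.0374) and Wisp1 (adjusted p = 0.0398), and edgeR without 3W replicate 8 called Pik3r3 (adjusted p = 0.0120).

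The paper names Nr1d1, Sucnr1 and Trib3 among the core genes with the largest increase. The log2 fold change of Nucb2, 1.52, was above those of Sucnr1 (1.48) and Trib3 (1.45), by less than their standard errors of 0.316 and 0.251. Hkdc1, which the filter removed, had a log2 fold change of 2.39 with DESeq2 (standard error 0.800) and 2.34 with edgeR on all genes (standard error 0.702), above that of Nr1d1 (2.08) by less than these standard errors.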

Other observations

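The tests of abundant genes, of noncoding neighbours, of single chromosomes and of Ceacam2 in this part were chosen after the results were seen.

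The number of differentially expressed genes was compared with other groupings of the same mice. Only 1 of 100 splits of the 10 libraries, the real one, gave as many as 442 genes, and the others gave a median of 0 and at most 93. For the core genes past the threshold it was also 1 of 100 splits, which is not independent evidence because the genes were chosen on the real split and the other splits had few differentially expressed genes at all. Removing each library's trend with GC content left 426 genes and removing the trend with gene length left 435, so these trends were argued against as the whole source. Leaving the 20 most abundant genes out of the library sizes gave 441. The groups also differ in whatever else came with them, such as litter, cage or breeding facility, which was not tested. The hour of killing may differ too, and its part in the number of differentially expressed genes was not tested.

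Differentially expressed genes lay next to each other, in the same direction, in 32 pairs, where random relabelling gave a median of 7 and at most 19 (permutation test, p = 0.0001, the smallest that 10000 relabellings can give). Of 100 splits, 1 gave as many, and the others gave at most 7. Because most other splits had no or few differentially expressed genes, this follows from their number and says nothing more about clustering. Without overlapping genes there were 23 pairs (permutation test, p = 0.0001), and without pairs of one gene family as well 15 (p = 0.0005), so neither accounts for all of it. Among the pairs left that are both protein-coding, there were 9 against a random median of 5 (permutation test, p = 0.065). Reads past the annotated end of a gene counted on a noncoding neighbour could only concern the pairs with a noncoding gene, and this test leaves open whether the pairs of protein-coding genes exceed chance. Without SPF replicate 5 there were 17 pairs, without SPF replicate 2 there were 21 and without 3W replicate 8 there were 54. Chromosome 6 held 39 differentially expressed genes among 703 tested (5.55%; Fisher's exact test, adjusted p = 0.0206) and chromosome X 3 among 386 (0.777%; Fisher's exact test, adjusted p = 0.0213), over 21 chromosomes. These tests run across genes, which are not independent replicates.

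Ceacam2 was near 0 in SPF replicates 2 and 3, at 0.195 and 0.507 CPM, as in the 3W mice. A wrong label was argued against, since of the genes called from the other 9 libraries 91.1% in SPF replicate 2 and 87.0% in SPF replicate 3 lay nearer the SPF mice. Ceacam1, its paralog, was higher by 48.1 CPM in 3W mice (exact permutation test, p = 0.00794, adjusted p = 0.0238). The sum of both genes differed by 15.9 CPM (exact permutation test, p = 0.365, adjusted p = 0.365), so reads counted on Ceacam1 in place of Ceacam2 may account for the difference between the groups. SPF replicate 1 was high in both genes, at 189 CPM of Ceacam1 and 66.1 CPM of Ceacam2, which such an exchange of reads would not give by itself. In all, 32 of the 13605 tested genes had a gap of at least 3 in log2 CPM between mice of one group, with a mean count of at least 50 above it, 14 within the SPF mice and 22 within the 3W mice, and 5 of them were differentially expressed. An inherited variant in these outbred mice and regulation of the gene cannot be told apart, because the counts hold no genotypes.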
